A study of Mus musculus with 31 samples.

How the data were processed

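ChIP-seq libraries were made by the authors from the hippocampus of C57BL6 mice, with antibodies from Abcam against histone H3 trimethylated (H3K4me3) or monomethylated (H3K4me1) at lysine 4. Per the labels, the mice were 30 days old and carried either 2 intact copies of Kmt2d (wild type) or 1 copy interrupted by a βGeo insertion (heterozygotes, a model of Kabuki syndrome). TAK-418, an inhibitor of the histone demethylase LSD1 encoded by Kdm1a, was given by oral gavage at 1 mg/kg/day for 2 weeks from 2 weeks of age, and control mice were given the vehicle, methylcellulose, alone. The series held 31 libraries from 16 mice. Each of the 4 groups (wild type or heterozygote, vehicle or TAK-418) had 4 H3K4me3 libraries and 4 H3K4me1 libraries, except wild type TAK-418, which had 3 H3K4me1 libraries. Sex and sequencing dates were not given in the sources used here.

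The deposited peak lists, 1 per library, had the layout that the MACS2 peak caller writes for broad peaks. The submitters' processing notes name the mouse assembly mm10 and the tools MACS2, MACS and bedtools, with no version, order or role. The aligner, the control library, the peak threshold and any removal of duplicates or problem regions were not given in the sources used here. Each deposited peak carried the authors' fold enrichment over the local background, a ratio, and a −log10 p and −log10 q of the peak. These lists held no read counts, so the sequencing depth of a library and the precision of a single peak were unknown. How many peaks a list holds depends on depth, on the efficiency of the immunoprecipitation and on the caller's threshold, and the lists do not separate these.

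The authors also deposited 8 lists of differential regions, for 4 comparisons of each mark: heterozygote vehicle against wild type vehicle, heterozygote TAK-418 against heterozygote vehicle, wild type TAK-418 against wild type vehicle, and heterozygote TAK-418 against wild type vehicle. Each deposited region had a −log10 p of the authors, of at least 1.3, and 1 whole-number score per library of both groups, taken here as the authors' normalized read value. The tool that made these lists, the normalization, and whether the p had been adjusted were not given in the sources used here. The mark of the 4 lists whose names give none was taken to be H3K4me1, because in the 1 of them that compares wild type TAK-418 with vehicle the cells of that group held 3 values, and the other 3 are named in the same way. The scores do not name the library they came from, so they were treated as unordered replicates of the group. A region with the same coordinates in a pair of lists had scores that differed by a near constant factor, with medians per pair between 0.835 and 1.1, and values were therefore compared only within a list. A p written by the authors as 0 was ranked first.

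Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. Genes were taken from the RefSeq annotation of the same assembly, with 21887 protein-coding genes. That table gives no strand, so the planned distance to the transcription start was replaced by the distance to either end of a gene: a gene end was called marked when a peak or region lay within 2 kb of it. A gene end in the text therefore means the start or the stop of a gene. H3K4me1 regions were also assigned to the protein-coding gene whose end was nearest, up to 100 kb away. Regions with a peak in at least 8 libraries of each mark are called recurrent regions. There were 198 of them, covering 427.7 kb, of which 42 lay at gene ends. A region of a differential list that overlaps one is also called recurrent, and several such regions can overlap the same one. Removal of problem regions was not documented, so recurrent regions may be problem regions and not sites of the marks. Which of these they are was not tested. Counts and shares at gene ends outside recurrent regions cover autosomes and the X chromosome only.

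The comparisons, tests, named genes and gene lists were chosen before the data were examined, except where the text says otherwise. For each library the number of peaks, the length they cover and the number of protein-coding genes with a peak at an end were compared between groups on the log10 scale, by two-sided exact permutation tests adjusted by Benjamini-Hochberg over the 8 tests of a measure. With 4 libraries against 4 the smallest p such a test can give is 0.0286. The difference between the treatment effects in both genotypes was tested by exact permutation of treatment within genotype. Gene ends with a peak in more libraries of one group were sought by two-sided Fisher's exact tests per gene, adjusted by Benjamini-Hochberg, for genes with a peak in at least 2 and no peak in at least 2 of the libraries compared. Tested on simulated data with 11000 genes, that step found 200 of 200 changed genes at an unadjusted p under 0.05 and 0 after adjustment, so a change of that extent among that many genes was out of its reach. Similarity of libraries was measured as the Jaccard index (bases shared over bases in either), and its mean within and between groups was compared by a one-sided permutation test with 100000 resamples.

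The design had assumed that the differential lists hold no values per library. Because they do, a two-sided moderated test with limma on log2(score + 1) was added after the data were seen, within each list, with a threshold of 0.05 on the Benjamini-Hochberg adjusted p. The regions had been chosen by the authors' p on the same libraries, so these tests are not independent of that choice. In simulated data 200 regions per list were changed together, 100 of them 4-fold and 100 of them 2-fold. Of the 4-fold changes limma found 51% to 84% in the H3K4me1 lists and at most 1% in the H3K4me3 lists, where replicates differ more. Of the 2-fold changes it found 4%, 53%, 28% and 43% in the H3K4me1 lists and 0% in the H3K4me3 lists. Recovery of 2-fold changes on their own may be lower and was not simulated. Folds are ratios of the group means of score + 1. Single named regions were compared by two-sided exact permutation tests on log2(score + 1). A region whose groups do not overlap has every value of one group above every value of the other, which chance gives at 2.86% of regions with 4 values against 4 and at 5.71% with 3 against 4. These shares hold for regions that were not chosen by a p on the same libraries, as the listed regions were, so they are given for scale and test nothing.

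Named genes followed a rule: Kmt2d and Kdm1a, then for each direction of each list the 10 regions with the smallest authors' p that lay at a gene end (H3K4me3) or within 100 kb of one (H3K4me1), and then every member of the gene lists with a region. The text gives values for part of these. There were 17 gene lists with 299 members, of which 296 were found in the annotation; Atp5f1a, Atp5f1b and Bmal1 were not. The lists were H3K4 methyltransferase complexes, H3K4 demethylases and LSD1-CoREST, neural progenitors and neurogenesis, immediate early genes, excitatory hippocampal neurons and synapse, inhibitory neurons, astrocytes, oligodendrocyte lineage, microglia, vascular cells, choroid plexus and ependyma, blood cells, ribosomal proteins, mitochondrial respiratory chain, circadian clock, interferon response, and Hox genes. Each list was compared with the other genes that could have been called by a two-sided Fisher's exact test, adjusted by Benjamini-Hochberg over the 17 lists of a comparison. The share of a list's members with a peak was also compared between groups by exact permutation tests. Overlaps between differential lists were compared with the number expected for independent lists, with 1000 random draws, and with 200 simulations in which the lists share a control group. Regions are not independent replicates, so the p of Fisher's tests on regions describes regions and not mice.

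Per the labels, each library has an index sequence. The set of each index was inferred from its sequence and is not in the labels. On that basis, within every H3K4me3 group, 1 library carried an index of sets 1 and 2 of the library kit and 3 carried indices of sets 3 and 4, and all H3K4me1 libraries carried indices of sets 1 and 2. The indices were treated as a possible batch, and results within sets 3 and 4 stand beside those of all libraries. Of the 70 splits of 4 H3K4me3 libraries against 4, 30 put both libraries of sets 1 and 2 on one side. In the tests of peaks, covered length and gene ends 22 to 30 of these 30 had a difference at least as large as the real one, so p over all libraries could hardly be small. In the tests of gene list shares all 30 did, so for H3K4me3 these tests were dropped over all libraries and kept within sets 3 and 4. Sex was read from the peaks after the data were seen: a library was counted as having Y chromosome peaks when at least 1 lay before 90 Mb, which leaves out the distal end, and in the differential lists a value was classed by the median score over Y chromosome regions before 90 Mb with at least 1 score of 2 or lower. No paired analysis was run, because each mouse belongs to 1 group. The value of the library of sets 1 and 2 was found in each group of each H3K4me3 list, after the data were seen, as the value that rises most, in log2 and against the other values, where that library has a peak. The rise was at least 2.10 for the value chosen and negative for every other, and in 8 of 8 cases its position equalled the replicate number. The values were not otherwise assigned to libraries, although the Y chromosome classes follow the same order. Alternatives included stricter peak thresholds, other distances to gene ends, stricter authors' p, other backgrounds, leaving out each library, and, added after the data were seen, leaving out recurrent regions, other settings of limma, and limma with the Y chromosome class or the index set as a covariate or in sets 3 and 4 alone. A test of peaks per gene end within sets 3 and 4 alone was not run, because 3 libraries against 3 cannot give an exact p under 0.1.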

Results

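H3K4me3 marks the promoters of active genes and H3K4me1 marks enhancers and the flanks of promoters. Kmt2d encodes a methyltransferase of H3K4, and Kdm1a encodes LSD1, which removes methyl groups from H3K4 and is the target of TAK-418. The libraries address whether the loss of 1 copy of Kmt2d changes these marks in the hippocampus and whether TAK-418 changes them in either genotype. Values in the text are means ± SD over the libraries of a group, with the deposited scores in the authors' normalized units.

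H3K4me3 reached a broad set of gene ends in 4 libraries and few in the others. The 1 library per group with an index of sets 1 and 2, as inferred from the index sequences, had peaks at the ends of 12057 to 13155 protein-coding genes. The 12 libraries of sets 3 and 4 had peaks at the ends of 49 to 1954 genes, with a median of 154. In the 4 longest lists, 92% to 100% of genes for ribosomal proteins, 89.5% to 94.7% of genes of the mitochondrial respiratory chain and 90% to 100% of immediate early genes had a peak at an end. Markers of excitatory hippocampal neurons and their synapses had a peak in 83.3% to 93.3% of members, inhibitory neurons in 50% to 77.8%, astrocytes in 50% to 85.7% and the oligodendrocyte lineage in 42.9% to 64.3%. The share was 41.7% to 66.7% for vascular cells, 25% to 50% for choroid plexus and ependyma, 21.4% to 42.9% for microglia and 0% to 9.09% for blood cells. Genes of H3K4 methyltransferase complexes stood at 88.9% in each of these 4 libraries, H3K4 demethylases and LSD1-CoREST at 88.9% to 94.4%, neural progenitors and neurogenesis at 70.8% to 87.5%, and the circadian clock at 94.1%. Interferon response genes stood at 33.3% to 66.7% and Hox genes, which are silent in most of the forebrain, at 4.55% to 31.8%, beside 55.1% to 60.1% of all protein-coding genes. The H3K4me1 lists were short, with 88 to 456 peaks per library and peaks at the ends of 16 to 65 genes.

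**Figure D1:**
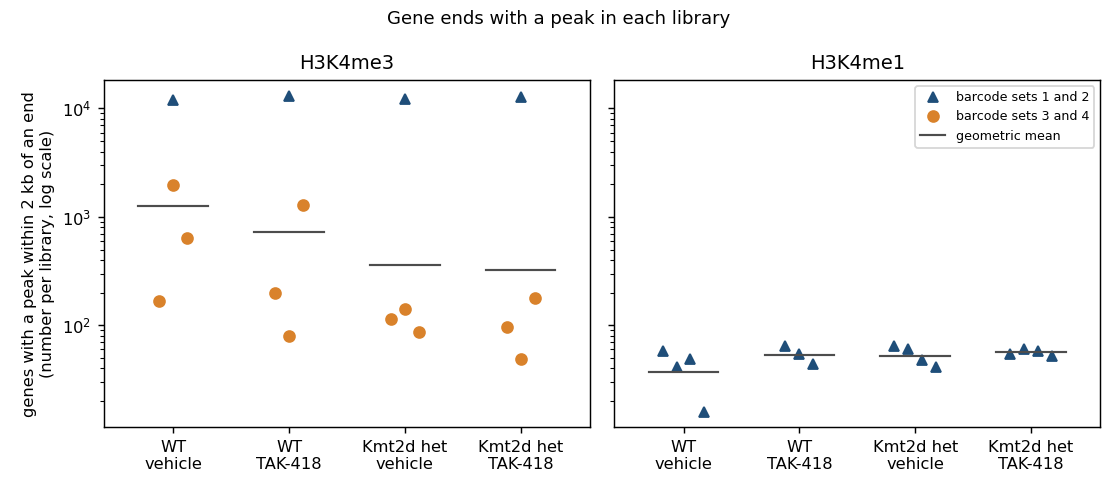
Number of protein-coding genes with a peak within 2 kb of an end (log10 axis) in each library, by group and mark, with symbols for the index sets (barcode sets in the legend) and lines at geometric means. In every H3K4me3 group the library of sets 1 and 2 has at least 12057 such genes and those of sets 3 and 4 have at most 1954.

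Among vehicle mice, H3K4me3 peaks lay at the ends of 115, 142, 87 and 12291 genes in the heterozygote libraries and of 166, 639, 1954 and 12057 genes in the wild type libraries. The mean log10 number was lower by −0.537 in heterozygotes, a ratio of 0.290, which did not exceed the spread between libraries (two-sided exact permutation p = 0.371, adjusted p = 0.731, n = 4 per group). Of the 26 splits with a difference as large, 22 put both libraries of sets 1 and 2 on one side, so this p mostly reflects the index sets. Within index sets 3 and 4 the heterozygotes had 115 ± 27.5 genes and the wild types 920 ± 926 genes (SD, n = 3), a difference of −0.719 in log10. There the groups did not overlap, with an exact p of 0.1, the smallest that 3 against 3 can give. The number of peaks gave −0.304 in log10 (exact p = 0.486, n = 4) and −0.435 within sets 3 and 4, again without overlap (404 ± 97.1 in heterozygotes and 1255 ± 889 in wild types, exact p = 0.1, n = 3). The covered length gave −0.153 (exact p = 0.571, n = 4) and −0.226 (exact p = 0.2, n = 3). The mean number of peaks over all 4 libraries was higher in heterozygotes by 124, through the library of sets 1 and 2 alone (16390 and 13343 peaks). Without 1 library at a time the difference in peaks ranged from −0.708 to −0.0307 and that in covered length from −0.513 to 0.134. Over all 4 libraries the share of each gene list with a peak at an end could not be tested, because all 30 of 70 splits with both libraries of sets 1 and 2 on one side give a difference at least as large as the real one. Within sets 3 and 4 (n = 3 per group), 2 of 18 shares reached an exact permutation p of 0.1, the smallest possible. These were astrocytes (−7.14 percentage points, 1 of 14 genes in each wild type library and 0 in each heterozygote library) and all protein-coding genes (−3.68). The largest difference, −18.5 for H3K4 demethylases and LSD1-CoREST, had an exact p of 0.4. In treated heterozygotes against wild types, 1 of 18 reached 0.1, astrocytes at −7.14.

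Kmt2d and Kdm1a themselves carried an H3K4me3 peak at an end in 5 of 16 libraries, including those with the 4 longest lists, and in 0 of 15 H3K4me1 libraries. At Kmt2d (chromosome 15, 98831669 to 98874077) a region at 98870951 to 98871650, inside the gene and 2427 bp from its nearer end, had a score of 139.5 ± 57.4 in wild type and 89 ± 70.5 in heterozygote vehicle mice (SD, n = 4; exact permutation p = 0.371). At Kdm1a (chromosome 4, 136550533 to 136602787) the region at 136602101 to 136602500 had 106 ± 63.1 in wild type and 73.8 ± 34.2 in heterozygote vehicle mice (n = 4, exact p = 0.543). In wild type mice given TAK-418, adjacent regions of Kmt2d pointed in opposite directions, with 113 ± 68.7 against 60.3 ± 45.7 at 98870851 to 98871350 (vehicle first, exact p = 0.514, n = 4) and 205.5 ± 68.6 against 286.5 ± 197 at 98871401 to 98872250 (exact p = 0.571, n = 4). No region of either gene was in the lists that compare heterozygote TAK-418 with heterozygote vehicle.

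The list of H3K4me3 differences between heterozygote and wild type vehicle mice was made up mostly of gene ends with lower scores in heterozygotes. Of 2015 regions, 1733 were listed as lower and 282 as higher, and at gene ends outside recurrent regions 1299 were lower and 48 higher. Ddx3x, an X-linked RNA helicase gene, had 134 ± 124 in wild type and 36.8 ± 34.8 in heterozygote mice at chromosome X, 13281151 to 13281800 (0.281-fold). Foxo3, a forkhead transcription factor gene, had 181 ± 79.3 and 78.8 ± 67.2 at chromosome 10, 42275051 to 42275950 (0.439-fold). Prkca, for protein kinase C alpha, had 166 ± 76.3 and 70 ± 59.5. Clint1, for a clathrin-binding protein, had 179 ± 31.4 and 80 ± 32.7, the only 1 of these 10 top lower regions at which the groups did not overlap (exact permutation p = 0.0286, n = 4 per group). Among the 10 top higher regions 6 were recurrent regions. The first 3 were at Cnot9, for a subunit of the CCR4-NOT complex that shortens mRNA tails (49.5 ± 34.5 and 113 ± 33.0; chromosome 1, 74506301 to 74506800), at Gm51877 (2103 ± 1186 and 2410 ± 1475; chromosome 11, 3198001 to 3200200, recurrent), and at Pacs1, for a sorting protein of the trans-Golgi (59.5 ± 23.8 and 113 ± 103; chromosome 19, 5272551 to 5273050).

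Tested per region with limma, 0 of these 2015 regions passed an adjusted p of 0.05, with 66 at an unadjusted p under 0.05 and a smallest adjusted p of 0.570. The groups did not overlap at 41 regions (2.03%, where chance gives 2.86%), all lower in heterozygotes. Of the authors' 2015 regions, 1388 lay at gene ends. Among merged regions with a peak, 1763 overlapped this list. Of these 77.4% lay at gene ends, beside 53.1% of the other merged regions (log2 odds 1.60, two-sided Fisher's exact p = 2.4e-92 across regions). Of the 268 regions of the list that overlap recurrent regions, 182 were higher in heterozygotes, the opposite of gene ends outside recurrent regions, where 48 of 1347 were higher.

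**Figure D2:**
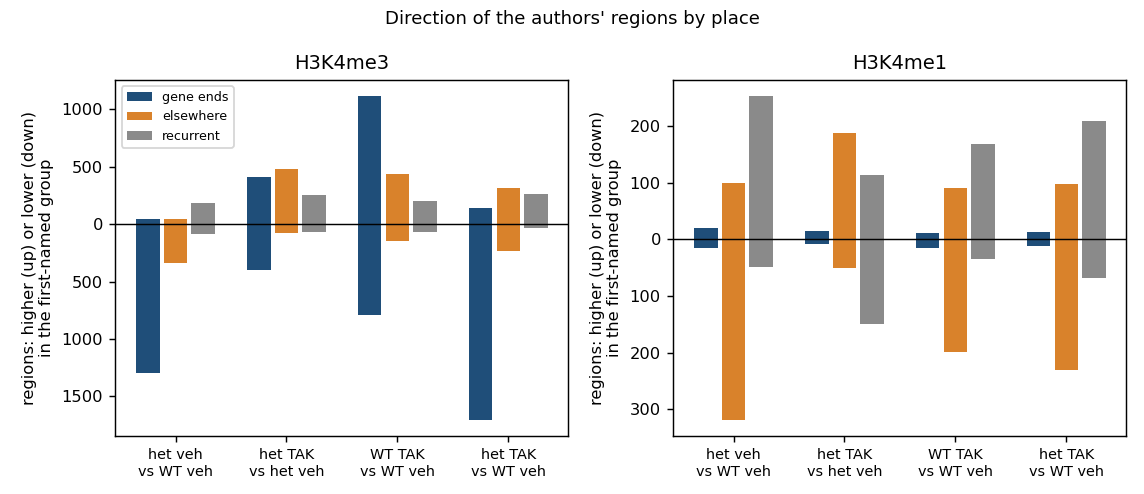
Number of the authors' regions listed as higher (up) or lower (down) in the group named first under each set of bars, for gene ends and other regions outside recurrent regions and for recurrent regions, by mark. For H3K4me3 in heterozygote against wild type vehicle mice, 3.56% of gene ends and 67.9% of recurrent regions were higher.

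**Figure D3:**
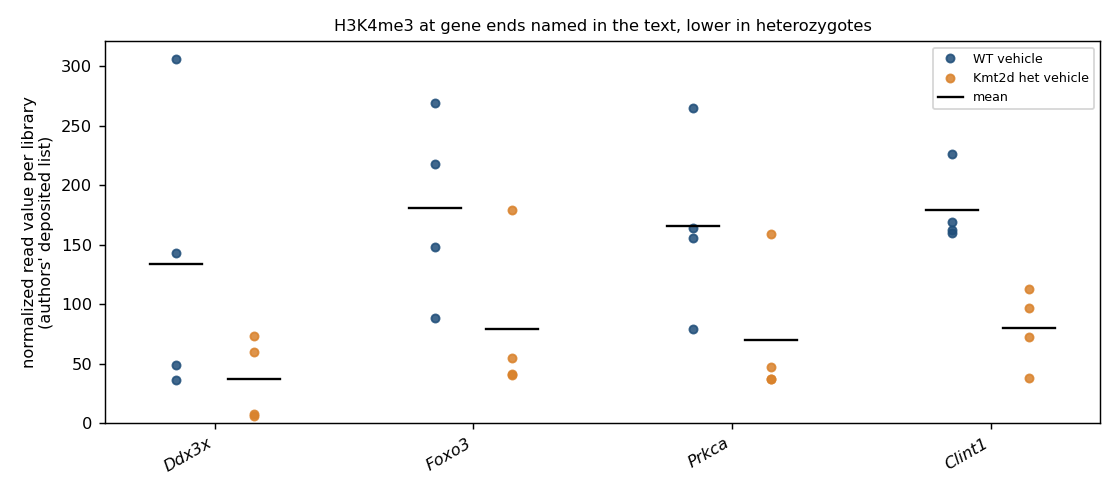
Deposited scores per library, with group means, at Ddx3x, Foxo3, Prkca and Clint1, among the gene ends listed as lower in H3K4me3 in heterozygote vehicle than in wild type vehicle mice. Ranges overlap at each of these except Clint1.

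By gene list, the genes with a region listed as lower in heterozygotes included Rcor1, a CoREST scaffold that holds LSD1 (197 ± 99.1 in wild type and 116 ± 82.8 in heterozygotes, n = 4), and the demethylase genes Kdm1a, Kdm5a and Kdm5b, for 4 of 17 genes of the H3K4 demethylases and LSD1-CoREST (two-sided Fisher's exact test, adjusted p = 0.669, where 11.4% of 13837 background genes had one). Neither the region at Rcor1 nor that at Kdm1a had an unadjusted limma p under 0.05. Of the H3K4 methyltransferase complexes, 2 of 16 genes had a region, Kmt2e (117 ± 67.0 and 72.3 ± 40.7) and Pagr1a (55.5 ± 37.8 and 19.5 ± 15.2). Ribosomal protein genes had 5 of 25, among them Rpl8 (127 ± 50.3 and 64.5 ± 46.7), and the mitochondrial respiratory chain 4 of 18, among them Cox7c (72.8 ± 18.9 and 32 ± 26.3), with adjusted p of 0.669 for both lists. The circadian clock had 3 of 16 (Clock, Cry1 and Rora), immediate early genes 1 of 20 (Jun), astrocytes 1 of 13 (Glul) and interferon response 1 of 8 (Isg15). No gene had a region among 28 of excitatory hippocampal neurons and synapse (exact p = 0.0676), 21 of neural progenitors and neurogenesis, 16 of inhibitory neurons, 11 of the oligodendrocyte lineage, 7 of microglia, 8 of vascular cells, 4 of choroid plexus and ependyma, 1 of blood cells and 9 Hox genes. No list differed from the background after adjustment over the 17 lists.

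Peaks on the Y chromosome divided the mice, which bears on every comparison. Outside the distal end of that chromosome (beyond 90 Mb), 1 of 4 wild type vehicle mice had H3K4me3 peaks, as did 2 of 4 heterozygote vehicle, 2 of 4 wild type TAK-418 and 3 of 4 heterozygote TAK-418 mice. Of the 15 mice with libraries of both marks, 8 had such peaks in both marks and 7 in neither. The female-specific transcript Xist had a peak at an end in 1 library, the wild type vehicle library of sets 1 and 2, which had 0 such Y chromosome peaks. The other 3 libraries of sets 1 and 2 had 10 to 29 of them, with peaks at Ddx3y in each, at Eif2s3y in 2 and at Kdm5d and Uty in 1. Sex thus stays open as a source at single regions, such as that of X-linked Ddx3x, listed first among lower gene ends in heterozygotes. In the differential lists, Y chromosome scores set the same numbers of libraries per group apart, and these classes were added to limma for regions on autosomes and the X chromosome. Then 0 regions passed an adjusted p of 0.05 in each of the 8 lists, with 89, 79, 45 and 36 at an unadjusted p under 0.05 for H3K4me3 and 19, 30, 34 and 60 for H3K4me1, in the order genotype, TAK-418 in heterozygotes, TAK-418 in wild types, and treated heterozygotes against wild types.

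The index sets were also entered in limma for H3K4me3. With the index set as a covariate, 0 regions passed an adjusted p of 0.05 in each of the 4 lists, with 412, 176, 316 and 621 at an unadjusted p under 0.05, in the same order. With sets 3 and 4 alone (n = 3 per group), 0 passed and 336, 169, 376 and 875 had an unadjusted p under 0.05, with smallest adjusted p of 0.274, 0.433, 0.323 and 0.113. There the groups did not overlap at 25.6%, 21.5%, 21.0% and 36.1% of regions, where 10% is expected for regions not chosen by p. Of the gene ends outside recurrent regions, 95.5%, 56.3%, 45.7% and 93.9% had a negative coefficient. The regions were listed by direction on the same libraries, so these shares restate the lists in part.

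In heterozygotes, TAK-418 mice had H3K4me3 peaks at the ends of 97, 49, 177 and 12868 genes, a log10 difference of −0.0509 from the vehicle libraries (exact permutation p = 0.886, n = 4 per group) and of −0.0746 within index sets 3 and 4 (exact p = 0.8, n = 3). Of 1715 regions in the authors' list, 1175 were listed as higher with TAK-418 and 540 as lower. At gene ends outside recurrent regions 409 were higher and 396 lower. Away from gene ends, with the same limit and on autosomes and the X chromosome, 482 were higher and 78 lower. The top higher regions were a recurrent region near Wls, a gene for the secretion of Wnt proteins (1349 ± 580 with vehicle and 2384 ± 645 with TAK-418; chromosome 3, 159939351 to 159939900), a recurrent region at Sfi1 (3830 ± 2286 and 4909 ± 959; chromosome 11, 3128751 to 3132700), and Ate1, for an arginyl transferase (561 ± 405 and 823 ± 290; chromosome 7, 130389951 to 130390350). Klotho, the product of Kl, is made in the choroid plexus. The end of Kl had 19.8 ± 13.1 with vehicle and 74.3 ± 13.3 with TAK-418, a fold of 3.63 with no overlap of the groups (exact p = 0.0286, n = 4). Ifitm7, of a family of interferon-induced membrane proteins, also had no overlap (24 ± 2.58 and 96.5 ± 65.3). The top lower regions were at Smyd2, for a lysine methyltransferase (136 ± 44.3 and 60.5 ± 77.6; chromosome 1, 189921951 to 189922450), Cacnb4, for a calcium channel subunit (121 ± 60.0 and 51.8 ± 60.8; chromosome 2, 52676051 to 52676550), and Mark4, for a microtubule-regulating kinase (165 ± 85.2 and 82.5 ± 95.3; chromosome 7, 19457951 to 19458650).

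None of the 1715 regions passed limma at an adjusted p of 0.05, with 0 there, 3 at an unadjusted p under 0.05 and a smallest adjusted p of 0.683. The groups did not overlap at 6 regions (0.350%, beside 2.86% by chance). Of the authors' 1715 regions, 861 lay at gene ends. Among merged regions with a peak, gene ends made up 61.1% of the 1333 that overlapped the list and 54.5% of the others (log2 odds 0.39, Fisher's exact p = 2.49e-06). In the gene lists, Kmt2a had a higher score with TAK-418 (57 ± 30.0 and 90.3 ± 85.5) and Wdr5 a lower one (115 ± 52.8 and 79 ± 63.6), giving 2 of 16 H3K4 methyltransferase complex genes. The others with a region were Kl, Kdm5b and Rpl5, higher, and Wfs1, Glul, Rps6 and Clock, lower. The adjusted p was 1 for all 17 lists.

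In wild type mice, TAK-418 libraries had H3K4me3 peaks at the ends of 198, 80, 1296 and 13155 genes, a log10 difference of −0.240 from vehicle (exact permutation p = 0.714, n = 4 per group) and of −0.333 within index sets 3 and 4 (exact p = 0.5, n = 3). The authors' list held 2780 regions, 1769 listed as higher and 1011 as lower. Fcgr3, for an Fc receptor of microglia and macrophages, had 624 ± 46.3 with vehicle and 919 ± 209 with TAK-418 (chromosome 1, 171063901 to 171066100). Notum, for an enzyme that inactivates Wnt proteins, had 48.3 ± 27.0 and 148 ± 51.3 (chromosome 11, 120660451 to 120661150). Lin28b, an RNA-binding regulator of let-7, had 83 ± 44.7 and 182 ± 30.8. Hs3st4, for a heparan sulfate sulfotransferase, had 38 ± 16.6 and 110 ± 43.2. At these 4 genes the groups did not overlap (exact p = 0.0286 each, n = 4). The recurrent region near Wls (1340 ± 637 and 1881 ± 1075; chromosome 3, 159939351 to 159939900) was listed first. The top lower regions were at Fahd1, for a mitochondrial acylpyruvase (221 ± 91.6 and 102 ± 91.2; chromosome 17, 24850101 to 24851050), Elovl4, for the elongation of very long fatty acids (188.5 ± 57.1 and 84 ± 67.6; chromosome 9, 83805651 to 83806350), and Mfap3l (85.8 ± 23.4 and 22.3 ± 22.7; chromosome 8, 60632351 to 60632750), where the groups did not overlap.

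With a distance of 2 kb and genes with a peak as background, the H3K4 methyltransferase complexes were the only list to pass in any comparison. There 8 of 16 had a region in this list, or 50%, beside 15.8% of background genes (two-sided Fisher's exact p = 0.00149, adjusted p = 0.0253). Their directions were mixed. Kmt2a (87 ± 42.7 with vehicle and 119 ± 87.8 with TAK-418), Kmt2d, Kmt2e (61 ± 34.3 and 88.8 ± 70.4), Ncoa6 and Paxip1 were listed as higher, and Kmt2c (209.5 ± 186 and 166 ± 132), Men1 and Setd1b as lower. With a distance of 5 kb to the gene end, the adjusted p was 0.0626. No single region of these genes passed limma, nor did any region of the other lists. Immediate early genes had 5 of 20 (Fosl2, Homer1, Jun and Nr4a2 higher, Junb lower) and neural progenitors 3 of 21, all higher (Insm1, Sox11 and Sox4, at 147.5 ± 84.3 and 240 ± 169). Ribosomal proteins had a region in 7 of 25 (Rplp0 higher, with Rpl13, Rpl5, Rpl8, Rps15, Rps27 and Rpsa lower; adjusted p = 0.427). H3K4 demethylases and LSD1-CoREST had 3 of 17 (Gse1 higher, Kdm5a and Kdm5b lower), the clock 3 of 16 (Bhlhe41 higher, Clock and Rora lower), astrocytes 2 of 13 (Fgfr3 higher, Slc1a2 lower) and the respiratory chain 2 of 18 (Uqcrfs1 higher, Cox7c lower). None of 28 genes of excitatory neurons and synapse had a region (exact p = 0.0161, adjusted p = 0.137).

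Over all 2780 regions limma gave 0 at an adjusted p of 0.05 and 49 at an unadjusted p under 0.05, with a smallest adjusted p of 0.770. The groups did not overlap at 15 regions (0.540%, beside 2.86% by chance). Of the authors' 2780 regions, 1955 lay at gene ends. Among merged regions with a peak, gene ends made up 77.7% of the 2462 that overlapped the list and 52.3% of the others (log2 odds 1.67, Fisher's exact p = 4.67e-136). The difference between the treatment effects of heterozygotes and wild types in log10 peak number was 0.160 for H3K4me3 (two-sided exact permutation p = 0.777) and −0.183 for H3K4me1 (exact p = 0.420). The H3K4me3 permutations include those with both libraries of index sets 1 and 2 of a genotype on one side, so that p says little. Within sets 3 and 4 the treatment effects were 0.0385 in heterozygotes and −0.210 in wild types (n = 3 per group), and their difference was not tested.

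Heterozygotes given TAK-418 were also compared with wild type vehicle mice, which asks how far treated heterozygotes lay from untreated wild types. At gene ends outside recurrent regions 1701 regions were listed as lower in treated heterozygotes and 137 as higher, out of 2722 in all (1972 lower, 750 higher). H2-DMa, for a peptide-loading protein of class II, had 385 ± 262 in wild type and 203 ± 226 in treated heterozygotes (chromosome 17, 34120151 to 34121900). Cers6, for a ceramide synthase, had 229 ± 123 and 100 ± 130 (chromosome 2, 68861551 to 68862350). Trim59 had 143.5 ± 39.5 and 47.5 ± 53.1 (chromosome 3, 69044301 to 69044800). Ddx3x was again in the list (186 ± 177 and 79 ± 60.4). Cidea, for a protein of lipid droplets, had 91.3 ± 54.7 and 22.5 ± 16.2. Of the 10 top higher regions 9 were recurrent, led by those at Wls (1331 ± 648 and 2515 ± 649; chromosome 3, 159939351 to 159939900), Sfi1 (5562 ± 3051 and 7054 ± 1279; chromosome 11, 3128601 to 3133650) and Gm51877 (3904 ± 2278 and 4775 ± 2099; chromosome 11, 3196551 to 3200250). Ribosomal protein genes had 9 of 25, all lower, or 36% beside 15.4% of the background, among them Rpl8 (167 ± 68.3 and 106 ± 101) and Rps6 (109 ± 66.2 and 64.5 ± 72.9), with an exact p of 0.00938 and an adjusted p of 0.135. With all protein-coding genes as background the adjusted p was 0.00629. H3K4 methyltransferase complexes had 5 of 16 lower (adjusted p = 0.490), and H3K4 demethylases and LSD1-CoREST 5 of 17 lower, among them Rcor1 (252 ± 129 and 138 ± 168) and Kdm1a (206.5 ± 124 and 142 ± 110). The respiratory chain had 3 of 18 (Cox4i1, Cox7c and Ndufb5), and 0 of 28 genes of excitatory neurons and synapse had a region (adjusted p = 0.135).

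By limma 0 of the 2722 regions passed an adjusted p of 0.05, with 104 at an unadjusted p under 0.05 and a smallest adjusted p of 0.349. The groups did not overlap at 11 regions (0.404%, beside 2.86% by chance). The number of gene ends with a peak differed by −0.588 in log10 (exact permutation p = 0.457, adjusted p = 0.731, n = 4 per group) and by −0.793 within index sets 3 and 4 (exact p = 0.2, n = 3), where the number of peaks differed by −0.396 (exact p = 0.1). Of the authors' 2722 regions, 1896 lay at gene ends. Among merged regions with a peak, the share at gene ends was 78.3% of the 2348 that overlapped the list, beside 52.3% of the others (log2 odds 1.71, Fisher's exact p = 9.31e-136).

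The H3K4me1 libraries of vehicle mice had peaks at the ends of 41 ± 18.1 genes in wild types and 53.5 ± 10.8 in heterozygotes (SD, n = 4; log10 difference 0.149, exact permutation p = 0.314, adjusted p = 0.731). Without 1 library at a time this difference ranged from 0.0320 to 0.212. The authors' list held 781 regions, 394 listed as higher and 387 as lower in heterozygotes. Of the 301 that overlap recurrent regions 253 were higher, and of the other 480 regions 141 were higher and 339 lower. A region 34439 bp from Zfp825, a zinc finger gene, had 4263 ± 1052 in wild type and 7300 ± 934 in heterozygote mice with no overlap of the groups (chromosome 13, 74528451 to 74531050; 1.71-fold, exact p = 0.0286, n = 4). The other top higher regions lay 83538 bp from Chl1, a neural cell adhesion gene (chromosome 6, 103649001 to 103649500; 1.32-fold), and 9109 bp from Tmem267 (chromosome 13, 119598151 to 119601350; 1.73-fold), and these 3 regions are recurrent. The top lower regions were short and far from gene ends: near Trim30a (chromosome 7, 104427851 to 104428350; 0.598-fold, exact p = 0.286), near Xrcc4, a gene of DNA end joining (chromosome 13, 89868201 to 89868600; 0.709-fold), and near Sec61g, a gene of the protein translocation channel (chromosome 11, 16537601 to 16537950; 0.563-fold). Scores near Trim30a reached 571583, 493326, 600261 and 311747 in wild types and 612864, 16392, 89714 and 463272 in heterozygotes. The lower mean thus comes from 2 of the 4 heterozygote libraries. The nearest genes of such regions included Homer1, a synaptic scaffold and immediate early gene (7509 ± 2168 and 5494 ± 5201), Gria2, for an AMPA receptor subunit (430 ± 157 and 290.5 ± 269), and Tek, for the angiopoietin receptor (129 ± 17.2 and 88.8 ± 74.7).

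**Figure D4:**
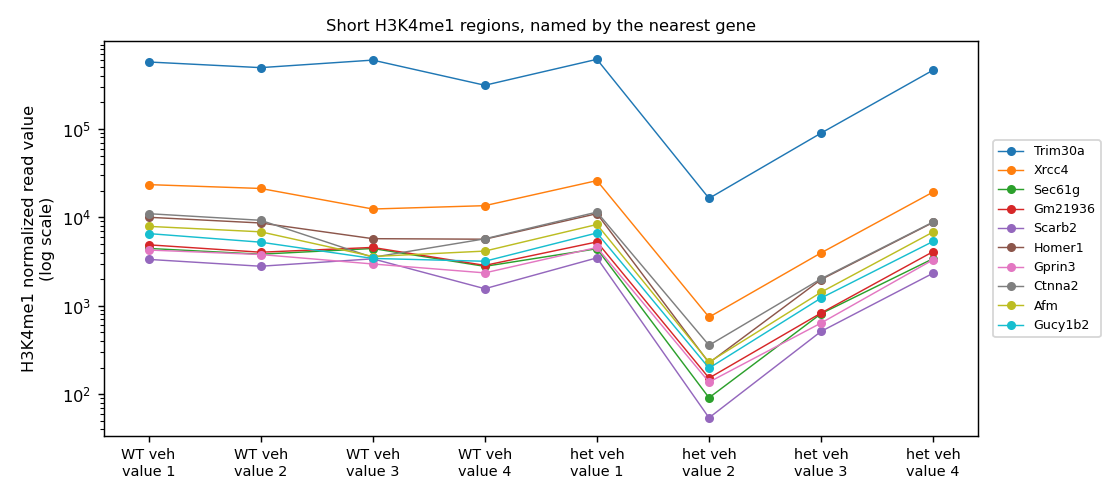
Deposited H3K4me1 scores (log10 axis) of the 8 vehicle libraries at named short regions away from gene ends, by group. At each region 2 of the 4 heterozygote values lie below the wild type values and the others within or near their range.

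In heterozygotes given TAK-418, 56.3 ± 4.03 genes had an H3K4me1 peak at an end (log10 difference from vehicle 0.0273, exact p = 0.6, n = 4). The list held 545 regions, 333 higher and 212 lower. The regions near Trim30a (295483 ± 287304 with vehicle and 441717 ± 154841 with TAK-418; chromosome 7, 104427851 to 104428350), Sec61g (2185 ± 2056 and 3392 ± 1465; chromosome 11, 16537601 to 16537950) and Rpusd4 (1.10-fold; chromosome 9, 35305101 to 35305800, recurrent) led the higher regions. Gria2 (292 ± 268 and 436 ± 156) and Homer1 (1.07-fold) were among them. In the genotype list, the heterozygote vehicle values were 612864, 16392, 89714 and 463272 near Trim30a and 4415, 91, 814 and 3413 near Sec61g. Near Homer1 they were 11000, 226, 1979 and 8769. The lower vehicle means at these 3 regions thus come from 2 of the 4 vehicle libraries. The lower regions were led by those near Chl1 (0.750-fold; chromosome 6, 103648951 to 103649500, recurrent), Dpy19l2 (0.648-fold; chromosome 9, 24541901 to 24542400) and Cldn34d (0.755-fold; chromosome X, 76598551 to 76599350, recurrent). Recurrent regions near Gm51877 (1491 ± 177 and 1131 ± 28.5) and A530032D15Rik (331 ± 93.8 and 193 ± 22.9) did not overlap between the groups (exact p = 0.0286 each, n = 4).

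In wild type mice the H3K4me1 list for TAK-418 held 538 regions, 287 higher and 251 lower. Outside recurrent regions 119 were higher and 216 lower. There 54.3 ± 10.5 genes (n = 3) had a peak at an end (log10 difference 0.157, exact p = 0.429). The higher regions were led by Zfp825 (4007 ± 1049 with vehicle, n = 4, and 7268 ± 1401 with TAK-418, n = 3; chromosome 13, 74528451 to 74531000), LOC665918 on the Y chromosome (2.84-fold; 145301 to 146200), where the scores follow the Y chromosome classes, and Smo, for the Hedgehog signal transducer (1.68-fold; chromosome 6, 29747751 to 29749150). The lower regions were led by Trim30a (0.761-fold; chromosome 7, 104427851 to 104428350), Sec61g (0.723-fold; chromosome 11, 16537601 to 16537950) and Scarb2 (0.688-fold; chromosome 5, 92501701 to 92502000). Homer1 (0.913-fold) and Flt1, for a VEGF receptor (0.802-fold), were also lower. Against wild type vehicle, treated heterozygotes had 342 regions higher and 314 lower out of 656, and outside recurrent regions 133 higher and 246 lower. The groups did not overlap near Zfp825 (2.17-fold; chromosome 13, 74528451 to 74531050), Tmem267 (1.70-fold; chromosome 13, 119596301 to 119603550), Smo (2.10-fold) and Tcp10c (2.44-fold), each recurrent (exact permutation p = 0.0286 each, n = 4). The region near Tmem125 (1.72-fold; chromosome 4, 118547101 to 118548950) overlapped. The lower regions were led by Xrcc4 (0.781-fold; chromosome 13, 89868201 to 89868550), Trim30a (0.895-fold; chromosome 7, 104427851 to 104428200) and Homer1 (0.785-fold; chromosome 13, 93355401 to 93355800). The number of genes with a peak at an end differed by 0.176 in log10 (exact p = 0.143, adjusted p = 0.731, n = 4).

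In the H3K4me1 lists limma gave 0 regions at an adjusted p of 0.05 in each of the 4 comparisons, with 29, 40, 46 and 88 regions at an unadjusted p under 0.05 and smallest adjusted p of 0.409, 0.431, 0.366 and 0.265, in the order of the comparisons above. The groups did not overlap at 31 regions in the genotype list (3.97%), 35 in the heterozygote treatment list (6.42%) and 59 in treated heterozygotes against wild types (8.99%), beside 2.86% by chance, and at 73 in the wild type treatment list (13.6%, beside 5.71% by chance). Few genes of the lists could be tested for H3K4me1: Homer1 of the immediate early genes, Gria2 of excitatory neurons, and Tek and Flt1 of vascular cells had a region. The adjusted p was 1 for all 17 lists in each comparison, and the other 14 lists had no gene with one. Of the authors' 781, 545, 538 and 656 regions, 77, 65, 65 and 65 lay at gene ends. Among merged regions with a peak, gene ends made up 9.98%, 12.8%, 13.3% and 10.7% of those that overlapped the 4 lists. The log2 odds against the other merged regions were −0.11, 0.45, 0.56 and 0.06 (Fisher's exact p = 0.720, 0.129, 0.0472 and 0.852). With a distance of 5 kb the third had 0.23 (Fisher's exact p = 0.304) and the first −0.57 (exact p = 0.00790). With 1 kb the second had 0.65 (exact p = 0.0440) and the third 0.85 (exact p = 0.00737). Across both marks, 91 regions nearest to members of the fixed lists were tested with limma in 39 pairs of list and comparison: 0 passed when adjusted over the list alone and 0 when adjusted over all regions, with 2 at an unadjusted p under 0.05, and the smallest p adjusted over the list alone was 0.0577, at Kl.

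The question of whether TAK-418 reverses what differs between the genotypes was approached through shared regions. Of 1622 merged H3K4me3 regions listed as lower in heterozygote vehicle mice, 333 were listed as higher in heterozygotes given TAK-418, where 58.1 are expected for independent lists. In all, 507 regions were shared by both lists (99.4 expected), 378 in opposite and 79 in the same direction. Both comparisons use the same heterozygote vehicle libraries, and simulated lists that share a control group gave 314 shared regions on average and at most 360, nearly all in opposite directions. The observed 507, and by less the 378 in opposite directions, lie above that maximum. The genotype list and the list of treated heterozygotes against wild type vehicle shared 1294 regions (466 in the simulations), and 1122 of them were lower in both. The lists for TAK-418 in heterozygotes and in wild types share no libraries and had 617 regions in common (139 expected), 370 in the same and 186 in opposite directions. Simulated lists of this pair gave at most 167. Counts above the simulated maximum thus also arise without a shared control group and do not by themselves speak for reversal. For H3K4me1, 273 regions were shared by the genotype and heterozygote treatment lists (129 expected and 173 in the simulations), 183 in opposite and 55 in the same direction. Simulated lists gave 164 regions in opposite directions on average and at most 192 shared regions in either direction, and the 183 lie below that maximum. Outside recurrent regions, on autosomes and the X chromosome, 149 of 167 were opposite, above the 104 of the simulations and their maximum of 127 shared regions. The answer thus depends on which regions are counted, and leaving out recurrent regions alone was not tested. Of the 149, 123 were lower in heterozygotes and higher with TAK-418. At the short H3K4me1 regions listed as lower in heterozygotes, the heterozygote vehicle libraries, which both lists share, had medians of 267.5, 19, 53.5 and 190. Whether the 2 low libraries make the excess was not tested, so the 149 do not by themselves speak for reversal. Over all regions, the lists for TAK-418 in heterozygotes and in wild types shared 202 regions (89.7 expected), 117 of them in opposite directions. Outside recurrent regions, on autosomes and the X chromosome, they shared 130, of which 99 were opposite, where simulated lists gave at most 64. These lists share no libraries, so a count above the simulated maximum does not by itself speak for reversal here either. When the universe was the deposited lists alone, the H3K4me3 pair of genotype and heterozygote treatment had a log2 odds of −0.31, in place of 3.36 with every region with a peak.

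The marks were also compared with each other. Of the regions lower or higher in heterozygote vehicle mice, 245 stood in the lists of both marks (37.3 expected), 179 in the same and 29 in opposite directions. For TAK-418 in heterozygotes 223 did (17.7 expected), 160 in the same direction. For TAK-418 in wild types 184 did (35.1 expected), 112 in opposite and 43 in the same direction. For treated heterozygotes against wild types 213 did (41.2 expected), 111 in the same and 74 in opposite directions. Outside recurrent regions, on autosomes and the X chromosome, the same and opposite counts were 150 and 15, 112 and 12, 19 and 98, and 48 and 67, so in the last comparison the majority turned. Both marks were measured in the same mice, so their agreement is not independent. In the genotype comparison, 146 of the 316 short H3K4me1 regions listed as lower also stood in the H3K4me3 list. What part of the agreement these short regions make was not tested.

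Libraries of one group were not detectably more alike than libraries of different groups. The mean Jaccard index of H3K4me3 peaks was 0.186 within and 0.245 between groups (one-sided permutation p = 0.962, 16 libraries), and within index sets 3 and 4 it was 0.343 and 0.353 (permutation p = 0.741, 12 libraries). The 4 libraries of sets 1 and 2, each of another group, had a mean of 0.577. Their pairs can only lie between groups and raise that mean, so the comparison of all 16 libraries says little. For H3K4me3 the result therefore rests on sets 3 and 4. For H3K4me1 the index was 0.434 within and 0.436 between groups (permutation p = 0.494, 15 libraries). Between 11414 and 11916 genes per comparison could be tested for an H3K4me3 peak in more libraries of one group, and 0 had an unadjusted Fisher's exact p under 0.05 in each of the 4 comparisons. With 4 against 4 libraries such a p needs a peak in all 4 of one group and in 0 of the other. Each group holds 1 library of sets 1 and 2, with peaks at most of these gene ends, so the count of 0 was all but fixed by the index sets and says nothing on a difference between groups. For H3K4me1, between 26 and 30 genes could be tested, and 1 gene, Mid1, reached that level in treated heterozygotes against wild types, with 0 after adjustment.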

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

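The test of whether 1 source explains the short H3K4me1 regions was fixed before its result was seen, and every other test in this part was chosen after the result was seen.

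Dixon's test of a sample far from the others was applied to 3 measures in 7 groups of 4 libraries, and chance alone gives such a sample in about 1 of 20 groups. In each H3K4me3 group the library of index sets 1 and 2 stood far above the other 3. Wild type vehicle replicate 3 had 13343 peaks that covered 13618 kb and reached the ends of 12057 genes. Heterozygote vehicle replicate 2 had 16390 peaks over 15802 kb at 12291 genes. Wild type TAK-418 replicate 3 had 16750 peaks over 19067 kb at 13155 genes. Heterozygote TAK-418 replicate 3 had 16167 peaks over 18649 kb at 12868 genes. For H3K4me1, heterozygote TAK-418 replicate 4 covered 446 kb, where the others covered 554 to 561 kb.

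At gene ends outside recurrent regions, 1299 of 1347 H3K4me3 regions were listed as lower in heterozygote than in wild type vehicle mice. Lower enrichment in the heterozygote libraries predicts that recurrent regions rise as gene ends fall, and 67.9% of recurrent regions were listed as higher, so weaker immunoprecipitation may contribute, but in the other 3 comparisons 79.8%, 74.3% and 88.6% were also higher, among them the 2 in which 50.8% and 58.5% of gene ends were higher, so the rise is not tied to falling gene ends. Index sets argue against themselves as its source, because within sets 3 and 4 the difference in log10 gene ends with a peak was still −0.719, with no overlap of the groups. The loss of 1 Kmt2d allele was to be judged by how often the groups separate at these regions, which was 2.82%, but the regions were chosen by p on the same libraries and mix index sets, so this value neither favours nor excludes it. Median scores over the 1299 regions were 60, 98, 160 and 101 in wild types and 49, 108, 47 and 38 in heterozygotes, and the values 160 and 108 are those of the libraries of sets 1 and 2.

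Regions on the Y chromosome were mostly listed as higher in heterozygotes than in wild types and with TAK-418 than with vehicle in the H3K4me1 lists. Sex of the mice predicts that both marks of a mouse have or lack Y chromosome peaks together, and outside the distal end this held for 15 of 15 mice, so unequal numbers of males (1 of 4, 2 of 4, 2 of 3 and 3 of 4 H3K4me1 libraries of wild type vehicle, heterozygote vehicle, wild type TAK-418 and heterozygote TAK-418) are a candidate explanation for that part. At the distal end, the list of each H3K4me1 comparison had 10 to 14 regions, all higher in the heterozygote or TAK-418 group. There the widest gaps between neighbouring libraries were 2.03-fold (genotype), 1.42-fold (TAK-418 in heterozygotes), 1.47-fold (TAK-418 in wild types) and 1.45-fold (treated heterozygotes against wild types). At the regions that set the Y chromosome classes, the gaps were 182-fold, 68.7-fold, 246-fold and 158-fold. Every H3K4me1 library had scores at the distal end, with lowest medians of 31, 100.5, 29.5 and 49 in the same order. The small distal gaps thus argue only against presence or absence of a Y chromosome as the source there for H3K4me1. They cannot decide on a smaller difference by sex, and the distal rise stays unexplained. In the H3K4me3 lists the distal gaps were wider, from 3.05-fold to 5.5-fold, and whether they follow sex was not tested. An effect of genotype or treatment on the Y chromosome was not tested apart from sex. The labels give no sex, and sex stays open as a source of differences elsewhere between the groups.

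Short H3K4me1 regions away from gene ends, 316 of at most 500 bp, were listed as lower in heterozygote than in wild type vehicle mice. Carry-over of 1 DNA source with constant proportions, such as a plasmid or another library, predicts that 1 component holds at least 90% of the variance over the 8 libraries, and it held 89.6%, just short of that, beside 59.3% at H3K4me3 gene ends, so such a source remains possible and is not shown. A change in H3K4me1 in all heterozygote libraries predicts low scores in at least 3 of 4, but at the median region 2 of the 4 heterozygote libraries lay below the lowest wild type library, which argues against it. A signal of H3K4me1 alone predicts few of these regions in the H3K4me3 list, but 46.2% were there. Median scores were 272, 204, 174 and 146 in wild types and 267.5, 19, 53.5 and 190 in heterozygotes, and relative to the score near Trim30a the scores of the other 9 named regions varied from 1.22-fold (Gm21936) to 3.83-fold (Ctnna2), where the scores themselves varied 32.1-fold to 64.5-fold.

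Other splits of the same libraries into groups of the same sizes were also tested. For gene ends with a peak in more libraries of one group, at an unadjusted Fisher's exact p under 0.05, 35 of 35 splits gave at least the real count of 0 in 7 comparisons, as they must with a count of 0, so these splits say nothing about chance. The highest count of another split was 154, 4, 310 and 166 for H3K4me3 and 2, 2 and 3 for H3K4me1, in the order genotype, TAK-418 in heterozygotes, TAK-418 in wild types and, for H3K4me3, treated heterozygotes against wild types. For H3K4me1 in treated heterozygotes against wild types, 5 of 35 splits gave at least the real count of 1, the highest other being 1, and chance is not excluded. By limma, 35 of 35 splits gave at least the real count of 0 in each of the 8 lists, which again is certain with a count of 0. At an unadjusted p under 0.05 the real counts were 66, 3, 49 and 104 for H3K4me3 and 29, 40, 46 and 88 for H3K4me1, reached by 16, 29, 18, 10, 12, 7, 7 and 5 of 35 splits, with highest other counts of 1245, 444, 1240, 2198, 192, 96, 124 and 98, so chance is not excluded for the H3K4me1 counts. At the adjusted p the highest other splits gave 748, 7, 648 and 2116 regions for H3K4me3 and 0, 0, 11 and 41 for H3K4me1. For H3K4me3 these splits include those with both libraries of index sets 1 and 2 on one side, which the real groups never have, so they are no fair comparison. With 1 such library on each side and the index set in limma, 20 splits remain, too few for a share under 0.05. There the real counts at an unadjusted p under 0.05 were 412, 176, 316 and 621, the highest other counts 263, 181, 370 and 511, and 1, 2, 3 and 1 of 20 splits gave at least the real count, the real split among them. At the adjusted p the real counts were 0 and the highest other counts 7, 7, 9 and 8. The regions were listed by p on the real groups, which favours the real split.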

How the results depend on the processing

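Leaving out recurrent regions, leaving out single values in limma, centring, other pseudocounts and the Y chromosome class and index sets in limma were chosen after the data were seen, and the other alternatives before. Of 551 alternative values, 447 kept their direction and their side of the threshold or stayed within the spread, 3 lost and 2 gained the threshold, 56 reversed and 43 counts or shares moved. No result that compares whole libraries passed an adjusted p of 0.05 under any alternative. For H3K4me3 this says little because of the index sets. For H3K4me1 it says little too, because the 8 tests of a measure, 4 of each mark, were adjusted together. Even 4 H3K4me1 tests at the smallest possible p of 0.0286 would not pass while the H3K4me3 p stayed high. The lowest unadjusted exact permutation p was 0.0286, for H3K4me1 covered length and gene ends in treated heterozygotes against wild types without 1 library. The H3K4me3 gene end result of the genotype comparison stayed negative under each of them, from −1.05 to −0.210 without 1 library at a time, where the value with all libraries was −0.537. Peak lists without read counts limit what depth can explain, since the number of peaks depends on it. A planned test of peaks per gene end within index sets 3 and 4 was not run. The cause was not tested for any change below, except that a stricter authors' p leaves fewer regions.

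With −log10 q of at least 2, the H3K4me1 peak difference of TAK-418 in heterozygotes became −0.00215, and with at least 5 it became −0.00529. With at least 5, H3K4me3 gave 0.0162 (peaks) and 0.0411 (covered length) for TAK-418 in wild types, and 0.0490 and 0.0485 for treated heterozygotes against wild types. As numbers instead of log10, the H3K4me3 peak differences were 124, −29.8, 559 and 94, in the order genotype, TAK-418 in heterozygotes, TAK-418 in wild types, and treated heterozygotes against wild types, which is the order of all lists of 4 values below. The share of peaks that overlap gave 0.00269 for H3K4me1 library similarity within less between groups.

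With a gene end window of 1 kb, H3K4me1 gene ends with peaks in more libraries of one group numbered 1 for TAK-418 in wild types. With a window of 5 kb they numbered 1 (genotype), 1 (TAK-418 in wild types) and 2 (treated heterozygotes against wild types), each at an unadjusted Fisher's exact p under 0.05. For H3K4me1 the log2 odds of gene ends in the genotype list were 0.19 at 1 kb and −0.57 at 5 kb (exact p = 0.00790, instead of 0.720 at 2 kb), and for TAK-418 in heterozygotes 0.65 at 1 kb (exact p = 0.0440, instead of 0.129) and −0.0483 at 5 kb. At 5 kb they were 0.23 for TAK-418 in wild types (exact p = 0.304, instead of 0.0472) and −0.42 for treated heterozygotes against wild types. At 1 kb they were 0.85 for TAK-418 in wild types (exact p = 0.00737). The number of gene lists past an adjusted p of 0.05 for H3K4me3 was 0 at 5 kb for TAK-418 in wild types, instead of 1. With all protein-coding genes as background it was 1 for treated heterozygotes against wild types, instead of 0.

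With an authors' p under 0.001, the lists held 700, 502, 570 and 956 regions for H3K4me3 and 446, 231, 222 and 344 for H3K4me1. Under 0.01, H3K4me3 had 1041, 1408 and 1808 in the last 3 comparisons, and H3K4me1 had 359 for TAK-418 in heterozygotes. The percent higher in the heterozygote or TAK-418 group named first in each comparison, under 0.001, was 10.7, 84.9, 71.2 and 31.5 for H3K4me3, with 66.7 for H3K4me1 with TAK-418 in heterozygotes and 64.2 in treated heterozygotes against wild types. Under 0.01 it was 75.2 and 67.1 for H3K4me3 with TAK-418 in heterozygotes and in wild types, and 57.5 for H3K4me1 in treated heterozygotes against wild types. Without recurrent regions it was 5.72 and 65.9 for H3K4me3 in the first 2 comparisons and 20.1 in the last, and 29.4, 78.0, 35.5 and 35.1 for H3K4me1, where the majority turned from higher to lower in all but TAK-418 in heterozygotes. At gene ends that are not recurrent, on autosomes and the X chromosome, it was 3.56, 50.8, 58.5 and 7.45 for H3K4me3, and 57.1 (genotype) and 42.3 (TAK-418 in wild types) for H3K4me1.

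With the deposited lists alone as universe, the log2 odds of overlap for H3K4me3 were −0.31 (genotype and TAK-418 in heterozygotes), −0.59 (genotype and TAK-418 in wild types), −1.06 (TAK-418 in both genotypes) and −0.27 (TAK-418 in heterozygotes and treated heterozygotes against wild types). For H3K4me1 the first 3 of these pairs gave −0.0221, 0.23 and 0.16. A universe of listed regions leaves out those in no list, which lowers the odds by construction. Requiring an overlap of at least 50% of both regions left 168 shared H3K4me1 regions for TAK-418 in both genotypes. Centring each library on its median gave 4 regions past limma for H3K4me1 in treated heterozygotes against wild types, where 0 passed otherwise with 88 at an unadjusted p under 0.05.

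Without 1 library at a time, H3K4me3 peak differences ranged from −0.366 to 0.432 for TAK-418 in heterozygotes and from −0.483 to 0.14 in wild types, and gene ends from −0.583 to 0.458 and from −0.66 to 0.0865. Peak differences ranged from −0.708 to −0.0307 for genotype and from −0.670 to −0.0033 for treated heterozygotes against wild types. Covered length ranged from −0.513 to 0.134, from −0.329 to 0.401, from −0.406 to 0.235 and from −0.482 to 0.176. The H3K4me1 ranges for TAK-418 in heterozygotes were −0.0125 to 0.0863 (peaks), −0.0919 to 0.0204 (covered length) and −0.0082 to 0.055 (gene ends). The H3K4me3 interaction ranged from −0.233 to 0.564. For H3K4me3 the libraries whose removal reversed a direction were wild type vehicle 3, wild type TAK-418 1 and 2, all 4 heterozygote vehicle and all 4 heterozygote TAK-418 libraries, and for H3K4me1 heterozygote vehicle 1, 2 and 4. Without 1 value, limma counts ranged from 0 to 3 for H3K4me3 in treated heterozygotes against wild types, with 1 without value 2 of wild type vehicle and 3 without value 4 of the treated group. They ranged from 0 to 3 for H3K4me1 with TAK-418 in wild types, with 2 and 3 without values 2 and 3 of vehicle and 1 without value 1 of TAK-418.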

Other observations

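Recurrent regions and the chromosomes named here were chosen after the data were seen, and no test was run on these values. Recurrent regions made up 0.75% to 1.012% of the peaks of the 4 H3K4me3 libraries of index sets 1 and 2, 7.63% to 53.0% in the other H3K4me3 libraries and 34.7% to 95.5% in the H3K4me1 libraries. On mitochondrial DNA, which carries no histones, the H3K4me3 lists held 7, 11, 11 and 9 regions, of which 7, 10, 10 and 9 were listed as higher in the heterozygote or TAK-418 group that is compared with vehicle, in the order genotype, TAK-418 in heterozygotes, TAK-418 in wild types, and treated heterozygotes against wild types. The H3K4me1 lists held 7, 5, 10 and 7 such regions, with 6, 4, 10 and 7 higher. On the X chromosome 7 of 21, 36 of 39, 29 of 31 and 31 of 35 H3K4me3 regions were higher in that group, and 7 of 32, 16 of 19, 6 of 19 and 12 of 34 H3K4me1 regions.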
